A study of Homo sapiens with 12 samples.

How the data were processed

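Gene expression was measured by RNA sequencing in 12 libraries of primary human astroglia grown in 3-dimensional starPEG-heparin hydrogels, which are soft gels of polyethylene glycol stars linked by heparin. Per the labels, the cells received PBS (control), TNF-alpha, IL-4 or both cytokines for 21 days, each cytokine at 0.1 µg/ml (5.7471 nM TNF-alpha, 6.6225 nM IL-4), with 3 libraries per group. The labels do not say whether these are independent cultures, donors or gels of 1 culture. Per the labels' protocols, cDNA was primed with poly-dT and extended by template switching, amplified by PCR, sheared and made into fragment libraries, which were read as 75 bp single ends on a HiSeq2000. The labels' protocols name no molecular identifiers, so detection floors cover counting error only.

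The authors deposited 1 table of raw read counts per gene, with no normalization. Per the file headers, the reads were counted with featureCounts 1.6.0 on the reverse strand of each gene, with junctions counted as well, against Ensembl release 91 annotation of GRCh38; the header names no aligner. The command in the header has no option for reads that map to several places or overlap several genes, so the tool's defaults apply, and genes with near-identical copies are reported as uncertain. The table held 58302 genes. Symbols came from GENCODE release 29, in which 58039 gene identifiers had a match and 263 had none. GC content came from the transcript sequences of that release. Gene positions and exon lengths came from the deposited table. Columns were joined to the labels through the full description string of each library. For TNF-alpha plus IL-4 replicates 2 and 3, the library number in the title differs from the one in the description, and the group is the same in both.

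Counts were analysed in R 4.3.3. Genes were filtered with filterByExpr on the 4 groups (minimum count 10, minimum total count 15, proportion 0.7), which left 18522 of the 34688 genes with any count, holding 99.9% of all counts. Libraries were scaled with TMM factors, and all 12 libraries were fitted together in edgeR 4.0.16 with 1 coefficient per group and no replicate term. The quasi-likelihood F test with robust dispersion was used for 5 pairwise contrasts, the average effect of each cytokine over both levels of the other, and their interaction (the IL-4 effect with TNF-alpha minus the IL-4 effect without it). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within its contrast. Standard errors are the absolute log2 fold change divided by the square root of F. CPM, a library-size normalised read count, uses the TMM-scaled library sizes, and log2 CPM for the principal components used a prior count of 2. The detection floor was 3 counts, and a fold against a group whose libraries all lay at or under the floor was computed against the floor and is given as a lower bound.

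Gene lists were tested with camera in limma 3.58.1 (preset inter-gene correlation 0.01) for TNF-alpha against control, IL-4 against control, both cytokines against control, and both cytokines against TNF-alpha. The adjustment covered the 48 tests of 12 lists: TNF/NF-kB targets, IL-4/STAT6 targets, interferon response, MHC class I presentation, pan-reactive, A1 and A2 reactive astrocyte genes, astrocyte identity, progenitor and neuronal genes, proliferation, extracellular matrix and the kynurenine pathway. The contrasts, the lists, the rule for the genes named and the first set of alternatives were fixed before the data were examined. Genes were named by rule. For each of those 4 comparisons, the 4 largest rises and 4 largest falls were taken among called genes with a symbol, a mean log2 CPM of at least 3 and no overlap of CPM between the groups. Genes were ranked by fitted log2 fold change, so the bound of a gene with a group at the floor can lie under the change of a gene not named. For the interaction, the 3 largest in each direction were taken without the overlap condition. A panel of 34 genes, chosen for TNF-alpha and IL-4 signalling, reactive astroglia, astrocyte identity, neural progenitors and proliferation, was reported whatever its result. Counts of 4 panel genes (TNF, IL4, IL2RG and LCN2) did not pass the filter.

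The alternatives were DESeq2 1.42.0 size factors, the DESeq2 Wald test, voom with sample quality weights, no filter, a filter on a mean of at least 10 counts, a replicate term, only the libraries of the groups compared, a log2 change of at least 1, leaving out each of the 12 libraries in turn, and fry or an estimated correlation for the lists. Scaling by total counts only, a per-library offset for GC content and gene length, that offset with a replicate term, and leaving out libraries for the lists were chosen after seeing the data. Comparisons that share libraries were set against 100 simulations of unchanged groups. The contrasts were also recounted over other splits of the same libraries, 10 per pairwise contrast and 100 drawn with a fixed seed for each of the other 3, with 100 more for the interaction that kept libraries with and without TNF-alpha apart. For the closing section, 3 further fits each left out 1 control and 1 IL-4 library, whose difference in log2 CPM was then compared with that between the combination and TNF-alpha. Marker lists of 6 cell types were used for the closing section only: fibroblast, microglia, endothelial, pericyte and smooth muscle, oligodendrocyte lineage, and neuron. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

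The fits were tested on simulated counts with 200 genes changed per effect. The changes were at least 1 on the log2 scale, in genes with expected counts well above the floor. Among 17674 simulated genes tested, edgeR recovered 92% of the genes changed by TNF-alpha and 85% of those with an interaction, and 6.60% and 5.56% of the calls were false. False calls made up 11% and 6.99% of the calls of the DESeq2 Wald test on 18514 genes. In the real data, 10097 genes were called for TNF-alpha against control, with a median absolute log2 change of 0.729. These simulated rates need not hold for changes so many and so small. Counts per library summed to 22109616 to 29537884, so that the floor of 3 counts corresponds to 0.102 to 0.136 CPM. No library was left out of the comparisons.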

Results

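Transcript levels were measured in 12 RNA sequencing libraries of primary human astroglia held in 3-dimensional hydrogels. The 4 groups of 3 libraries, for which the labels do not say whether they are independent cultures, donors or gels of 1 culture, received PBS (control), TNF-alpha, IL-4, or TNF-alpha plus IL-4 (the combination) for 21 days. TNF-alpha is an inflammatory cytokine, and IL-4 is a cytokine that signals through STAT6. The series text sets TNF-alpha medium, and medium with both cytokines, against control medium to ask how inflammation changes gene expression in astroglia. The group with IL-4 alone separates the effect of IL-4 from its effect in the presence of TNF-alpha.

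The 3 control libraries held 29537884, 28206899 and 28988889 counts. TNF-alpha libraries held 27059872, 25426704 and 25813651 counts, IL-4 libraries 23441474, 25921151 and 22109616, and libraries of the combination 28472322, 28037199 and 23206875. Mitochondrial genes took 3.38% to 4.69% of the counts of a library. The 10 most abundant genes took a mean of 12% of counts in control, 8.95% in TNF-alpha, 11% in IL-4 and 8.57% in the combination. Across 18522 tested genes, the common biological coefficient of variation was 8.74%. Pearson's r of log2 CPM between replicates of a group, computed across genes that are not independent replicates, ran from 0.986 to 0.991. What population this spread, and each SD, SE and adjusted p given here, stands for is unknown, since the kind of replicate is not stated.

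The track numbers in the labels fall into 3 consecutive runs of 6, 5 and 1 libraries; what these numbers stand for is not stated. The run of 6 held the TNF-alpha and IL-4 libraries, the run of 5 held the control libraries and the first 2 libraries of the combination, and the last library of the combination stood alone. No run held both groups of TNF-alpha against control, IL-4 against control, the combination against TNF-alpha or the combination against IL-4, so for these contrasts no value within a run could be had, and each of them taken alone does not separate the run from the cytokine. The combination against control lay within the run of 5 apart from that library, and without it gave 9561 called genes. An additive difference between the runs of 6 and 5 cancels in the average effect of each cytokine, apart from the library that stood alone, and is fully confounded with the interaction.

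The first principal component of log2 CPM held 73.7% of the variance and separated libraries with TNF-alpha from those without. Its mean score was -86.4 ± 4.72 (SD, n = 3) in control, -78.7 ± 7.70 in IL-4, 82.6 ± 1.00 in TNF-alpha and 82.5 ± 7.13 in the combination. The second component held 9.76% of the variance. Its mean score was 12.7 ± 0.901 in control, -13.5 ± 2.64 in IL-4, 40.8 ± 1.64 in TNF-alpha and -40.1 ± 3.14 in the combination. The third component held 3.01% of the variance. Mean scores on it were 21.5 ± 1.64 in control, -22.7 ± 5.71 in IL-4, -6.57 ± 2.27 in TNF-alpha and 7.77 ± 4.04 in the combination. The sign of this component separated control and the combination from TNF-alpha and IL-4. In that direction the runs of 6 and 5 are confounded with the interaction, so it does not tell them apart.

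At a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test, 10097 of 18522 genes (54.5%) differed between TNF-alpha and control, 4951 higher and 5146 lower. IL-4 against control gave 1104 genes (5.96%), 646 higher and 458 lower. The combination against control gave 10439 genes (5157 higher, 5282 lower), the combination against TNF-alpha 3656 (1784 higher, 1872 lower) and the combination against IL-4 9895 (4851 higher, 5044 lower). The average effect of TNF-alpha was called for 11847 genes (5844 higher, 6003 lower) and that of IL-4 for 3259 (1671 higher, 1588 lower). The interaction was called for 1584 genes, 743 positive and 841 negative. A required log2 change of at least 1 moved these counts most, to 3973 genes for TNF-alpha against control, 237 for IL-4 against control and 544 for the interaction. Without control replicate 2, IL-4 against control gave 698 genes.

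**Figure D1:**
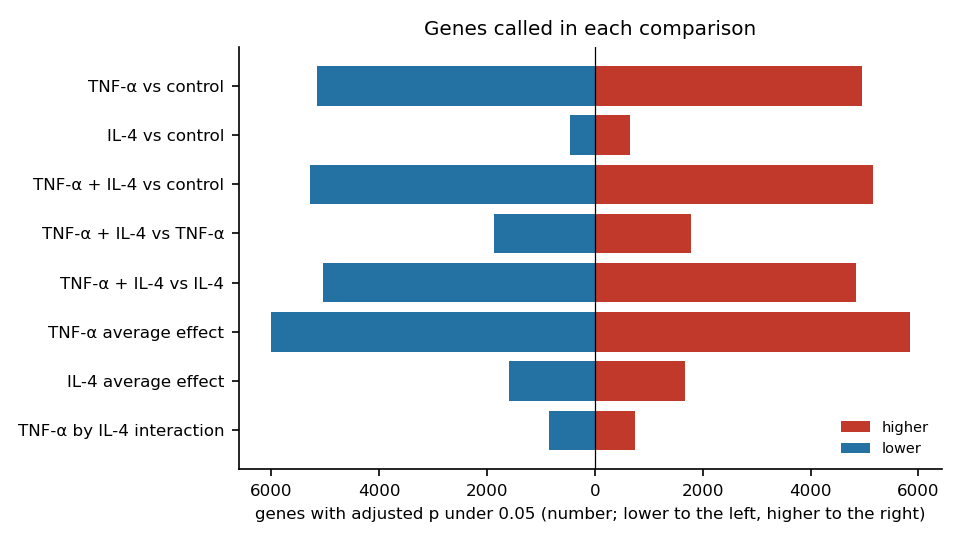
Number of genes at an adjusted p under 0.05 in each of 8 contrasts (horizontal axis, genes), with genes higher in the first-named group or positive for the contrast to the right and genes lower or negative to the left. TNF-alpha against control had 4951 genes higher and 5146 lower, and IL-4 against control 646 and 458.

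Of the 10097 genes called for TNF-alpha against control, 9587 (94.9%) were also called in the same direction for the average effect of TNF-alpha, in which a run difference cancels. The same held for 9427 of the 9895 genes (95.3%) of the combination against IL-4. For the average effect of IL-4 it held for 856 of the 1104 genes (77.5%) of IL-4 against control and for 2487 of the 3656 genes (68%) of the combination against TNF-alpha. Each average is formed from these contrasts and uses the same libraries, so part of this agreement is built in. In the combination against IL-4, which shares no library with TNF-alpha against control, 9582 of the 10097 genes (94.9%) changed in the same direction.

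Under TNF-alpha alone, the 4 largest rises by the naming rule were those of HSD11B1, CCL5, SAA1 and ADH1B, all measured against control libraries at or under the floor of 3 counts. The rule ranks fitted values, and the bounds of HSD11B1 and CCL5 are smaller than the rise of C3 given below. HSD11B1 (ENSG00000117594, chromosome 1, 209686178 to 209734950, GRCh38, as for every position given) was at 0 CPM in control and 25.9 ± 2.40 CPM (SD, n = 3, as for every CPM given) in TNF-alpha, at least 251-fold higher. CCL5 (ENSG00000271503, chromosome 17, 35871491 to 35880793) went from 0.0108 to 31 ± 9.66 CPM, at least 300.0-fold higher. SAA1 (ENSG00000173432, chromosome 11, 18266174 to 18269977) went from 0.0668 to 110.3 ± 0.571 CPM, at least 1067-fold higher. ADH1B (ENSG00000196616, chromosome 4, 99304964 to 99352760) went from 0.0783 to 111 ± 39.4 CPM, at least 1074-fold higher. SAA1 and ADH1B have close paralogs that can share reads, so their values are uncertain. The adjusted p values of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.000508 for HSD11B1, 2.68e-11 for CCL5, 5.74e-07 for SAA1 and 2.27e-07 for ADH1B. CPM did not overlap between the groups for these genes or for the 4 that fell most.

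The 4 largest falls under TNF-alpha were those of ASPN, COL2A1, OGN and SCUBE1. ASPN (ENSG00000106819, chromosome 9, 92456205 to 92482506) fell from 199 ± 37.1 to 0.252 ± 0.0544 CPM, OGN (ENSG00000106809, chromosome 9, 92383967 to 92404696) from 480.1 ± 113 to 1.44 ± 1.21 CPM, and COL2A1 (ENSG00000139219, chromosome 12, 47972965 to 48004486) from 44.9 ± 50.8 to 0.117 ± 0.0626 CPM, with an SD in control above its mean. The log2 fold changes were -9.61 ± 0.32 (SE, as for every log2 fold change given) for ASPN, -8.36 ± 0.55 for OGN and -8.51 ± 1.54 for COL2A1. That of OGN was -9.31 without TNF-alpha replicate 1, and that of COL2A1 -7.01 without control replicate 1. SCUBE1 (ENSG00000159307, chromosome 22, 43197283 to 43343388) fell from 13.1 ± 2.80 CPM to at or under the floor, at least 107-fold lower. Adjusted p values were 1.78e-09 for ASPN, 1.39e-06 for OGN, 0.00141 for COL2A1 and 6.20e-09 for SCUBE1 (edgeR's quasi-likelihood test, Benjamini-Hochberg).

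Of the 30 panel genes tested, 28 were called for TNF-alpha against control, 17 higher and 11 lower. SOD2 (ENSG00000112096, chromosome 6, 159669057 to 159762529) rose from 91.5 ± 5.42 to 6915 ± 186 CPM, a log2 fold change of 6.24 ± 0.10. C3 (ENSG00000125730, chromosome 19, 6677704 to 6730562) rose from 8.43 ± 4.15 to 2937 ± 117 CPM, a log2 fold change of 8.45 ± 0.30. ICAM1 (ENSG00000090339, chromosome 19, 10270835 to 10286615) rose by 5.14 ± 0.10, TNFAIP3 (ENSG00000118503, chromosome 6, 137867188 to 137883312) by 6.00 ± 0.09, CCL2 (ENSG00000108691, chromosome 17, 34255218 to 34257203) by 4.42 ± 0.08 and CXCL8 (ENSG00000169429, chromosome 4, 73740506 to 73743716) by 7.49 ± 0.30 on the log2 scale. CXCL10 (ENSG00000169245, chromosome 4, 76021117 to 76023497), with 0 counts in control, was at 9.42 ± 3.66 CPM in TNF-alpha, at least 91.1-fold higher. The other genes that rose were TNFRSF1B (5.68), NFKBIA (3.76), IL4R (2.09), CISH (2.03), SERPINA3 (1.76), VCAM1 (1.69), SOCS1 (1.33), STAT6 (0.89), TNFRSF1A (0.28) and IL13RA1 (0.22). Under scaling by total counts only, the change of IL13RA1 was 0.13 with an adjusted p of 0.0648 (edgeR's quasi-likelihood test, Benjamini-Hochberg).

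Among astrocyte identity and neural progenitor genes of the panel, GFAP (ENSG00000131095, chromosome 17, 44903161 to 44916937) fell from 1125 ± 103 to 56 ± 4.21 CPM under TNF-alpha, a log2 fold change of -4.33 ± 0.12. AQP4 (ENSG00000171885, chromosome 18, 26852038 to 26865818) fell from 242 ± 34.6 to 7.22 ± 0.754 CPM, S100B (ENSG00000160307, chromosome 21, 46598962 to 46605208) from 27.2 ± 4.47 to 0.369 ± 0.0457 CPM and SOX2 (ENSG00000181449, chromosome 3, 181711924 to 181714436) from 215 ± 20.2 to 29.7 ± 2.49 CPM. Their log2 fold changes were -5.06 ± 0.15, -6.18 ± 0.34 and -2.86 ± 0.12. Falls were also called for DCX (-5.67), SLC1A3 (-3.20), NGFR (-2.67, and -3.57 without TNF-alpha replicate 3, a fitted value that is no bound), TUBB3 (-1.87), NES (-1.78), MKI67 (-1.26) and AADAT (-0.49). VIM, at 4885 ± 264 CPM in control, changed by -0.09 ± 0.06, with an adjusted p of 0.212, and was called under scaling by total counts only (-0.18, adjusted p 0.0218; edgeR's quasi-likelihood test, Benjamini-Hochberg). CCL26 was at or under the floor in both groups, so no fold is given. Adjusted p values of the 28 called genes in edgeR's quasi-likelihood test (Benjamini-Hochberg) were at most 0.00609, that of TNFRSF1A.

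**Figure D2:**
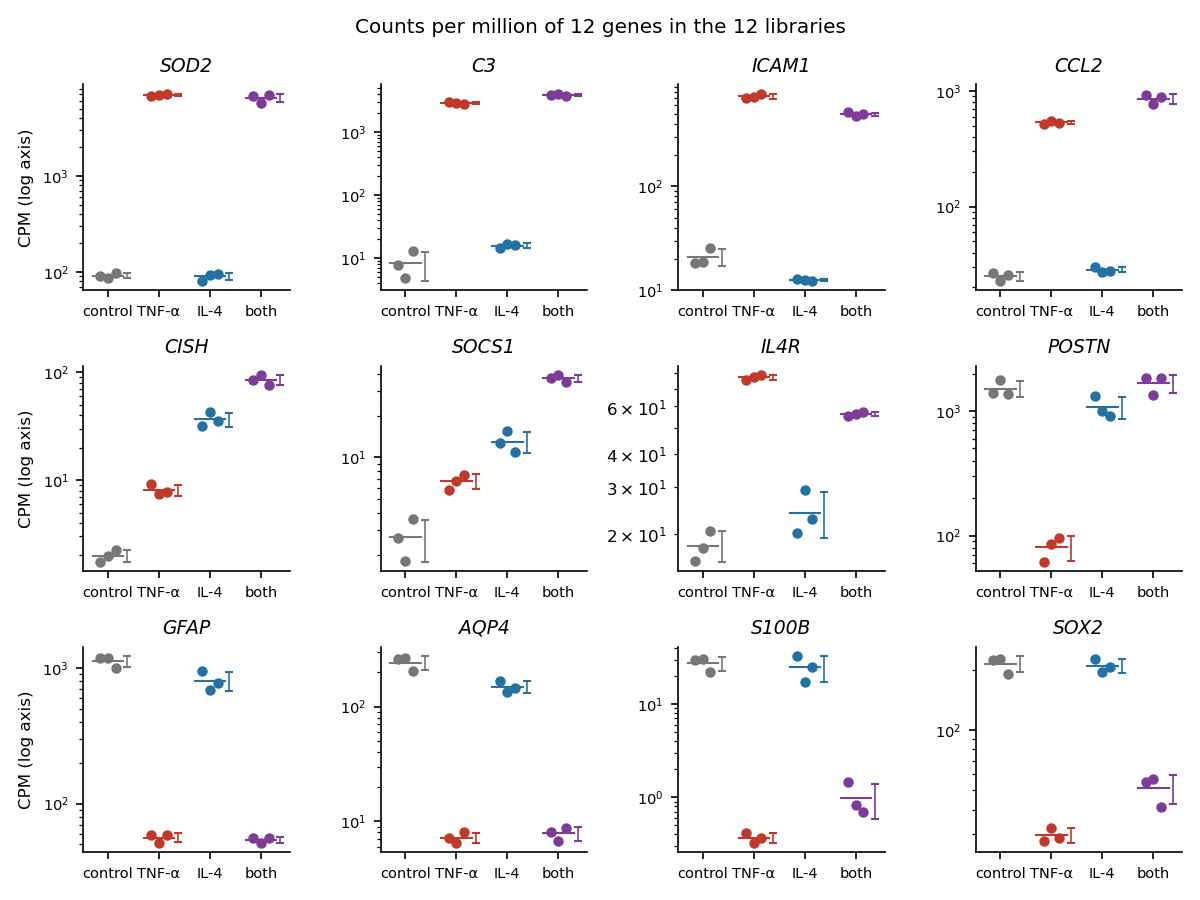
CPM (logarithmic vertical axis) of 12 genes in each of the 12 libraries by group; points are libraries, lines are group means and error bars are SD (n = 3). SOD2 was at 91.5 ± 5.42 CPM in control and 6915 ± 186 CPM in TNF-alpha, and GFAP at 1125 ± 103 and 56 ± 4.21 CPM.

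Under IL-4 alone, the 4 largest rises were those of CCL26, COL6A5, COL6A6 and IL1RL1. CCL26 (ENSG00000006606, chromosome 7, 75769533 to 75789896) was at 0 CPM in control and 4.76 ± 1.40 CPM in IL-4, at least 46.1-fold higher. COL6A5 (ENSG00000172752, chromosome 3, 130345516 to 130484844) went from 0.0115 to 14.1 ± 2.38 CPM, at least 136-fold higher. COL6A6 (ENSG00000206384, chromosome 3, 130560334 to 130678155) went from 0.173 ± 0.299 to 40.9 ± 9.09 CPM, a log2 fold change of 7.80 ± 0.48 that was 13.05 without control replicate 1, a fitted value that is no bound, since the other 2 control libraries held 0 counts. IL1RL1 (ENSG00000115602, chromosome 2, 102311502 to 102352037) went from 0.115 ± 0.121 to 16.2 ± 10.1 CPM, a log2 fold change of 7.13 ± 0.96 that ran from 6.47 without IL-4 replicate 2 to 8.22 without control replicate 3, a fitted value that is no bound. The adjusted p values were 1.27e-09, 7.03e-09, 2.18e-05 and 0.00289 in that order (edgeR's quasi-likelihood test, Benjamini-Hochberg). CPM did not overlap between the groups for these genes or for the 4 that fell most.

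The 4 largest falls under IL-4 were those of AREG, SLAMF8, CORIN and EREG. AREG (ENSG00000109321, chromosome 4, 74445134 to 74455009) went from 12.8 ± 2.31 to 1.55 ± 0.303 CPM and CORIN (ENSG00000145244, chromosome 4, 47593998 to 47838106) from 44.3 ± 8.90 to 11 ± 1.38 CPM. SLAMF8 (ENSG00000158714, chromosome 1, 159826750 to 159837249) went from 0.561 ± 0.0710 to 0.0992 ± 0.114 CPM and EREG (ENSG00000124882, chromosome 4, 74365143 to 74388751) from 4.07 ± 1.41 to 1.04 ± 0.491 CPM. Log2 fold changes were -3.06 ± 0.16 for AREG, -2.49 ± 0.47 for SLAMF8, -2.01 ± 0.23 for CORIN and -1.97 ± 0.31 for EREG. That of SLAMF8 was -1.95 without IL-4 replicate 1 and -3.68 without IL-4 replicate 3, the latter a fitted value that is no bound, since the other 2 IL-4 libraries lay under the floor. Adjusted p values were 2.57e-10, 0.00165, 0.000961 and 0.00163 in that order (edgeR's quasi-likelihood test, Benjamini-Hochberg).

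Of the 30 panel genes tested, 9 were called for IL-4 against control. CISH (ENSG00000114737, chromosome 3, 50606490 to 50611831) rose from 1.98 ± 0.246 to 36.6 ± 5.61 CPM and SOCS1 (ENSG00000185338, chromosome 16, 11254405 to 11256179) from 2.67 ± 0.90 to 13 ± 2.28 CPM, with log2 fold changes of 4.21 ± 0.14 and 2.29 ± 0.18. CCL26, TNFRSF1B (1.57 ± 0.18), VCAM1 (0.65 ± 0.07) and IL4R (0.42 ± 0.11) were also higher. ICAM1 (-0.73 ± 0.10), AQP4 (-0.70 ± 0.11) and GFAP (-0.49 ± 0.10) were lower. The adjusted p of IL4R was 0.0393 in edgeR's quasi-likelihood test (Benjamini-Hochberg), and it was 0.164 without control replicate 1, 0.146 without control replicate 2, 0.219 without IL-4 replicate 2 and 0.0588 without IL-4 replicate 3. That of GFAP was 0.00998, and 0.0679 without IL-4 replicate 3. The other 21 panel genes were not called. Their adjusted p values in edgeR's quasi-likelihood test (Benjamini-Hochberg) were at least 0.0567, that of IL13RA1, and among them CXCL10 had 0 counts in both groups. C3 changed by 0.90 ± 0.28 with an adjusted p of 0.115, and was called at 1.77e-05 without control replicate 3; IL13RA1 was called at 0.0239 without IL-4 replicate 3 and at 0.0428 under scaling by total counts only (edgeR's quasi-likelihood test, Benjamini-Hochberg). The DESeq2 Wald test (Benjamini-Hochberg) called C3 (0.0319), CXCL8 (0.0219) and IL13RA1 (0.0248).

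Under the combination, the 4 largest rises against control were those of COL6A5, CCL26, IL1RL1 and HSD11B1. COL6A5 reached 327 ± 27 CPM and CCL26 36.1 ± 4.98 CPM, at least 3163-fold and 349-fold above control. HSD11B1 reached 35.9 ± 14.5 CPM, at least 347-fold above control. IL1RL1 reached 659 ± 208 CPM, a log2 fold change of 12.46 ± 0.76 that ran from 11.87 without control replicate 1 to 13.55 without control replicate 3, a fitted value that is no bound. The 4 largest falls were those of COL15A1, OGN, COL2A1 and MATN4. COL15A1 (ENSG00000204291, chromosome 9, 98943179 to 99070792) fell from 245 ± 30.4 to 0.543 ± 0.323 CPM and MATN4 (ENSG00000124159, chromosome 20, 45293445 to 45308529) from 18.8 ± 8.80 to 0.122 ± 0.112 CPM. Log2 fold changes were -8.83 ± 0.43 for COL15A1, -7.82 ± 0.52 for OGN, -7.67 ± 1.41 for COL2A1 and -7.16 ± 0.85 for MATN4. Without replicate 2 of the combination they were -8.80 for OGN and -8.20 for MATN4, the latter a fitted value that is no bound, and without control replicate 1 -6.17 for COL2A1. Adjusted p values of these 8 genes ran from 9.48e-15 for CCL26 to 0.00147 for COL2A1 (edgeR's quasi-likelihood test, Benjamini-Hochberg).

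In the panel, 27 of 30 genes were called for the combination against control, 15 higher and 12 lower. SOD2 was at 6441 ± 632 CPM, C3 at 3911 ± 161 CPM, GFAP at 54.2 ± 2.68 CPM, AQP4 at 7.86 ± 1.07 CPM and SOX2 at 51 ± 8.54 CPM. Their log2 fold changes against control were 6.14 ± 0.10, 8.86 ± 0.31, -4.38 ± 0.12, -4.95 ± 0.14 and -2.07 ± 0.12. SERPINA3, TNFRSF1A and VIM were not called, with adjusted p values of 0.568, 0.147 and 0.123 in edgeR's quasi-likelihood test (Benjamini-Hochberg). NGFR changed by -1.33 ± 0.51 (-2.12 without replicate 1 of the combination) with an adjusted p of 0.0346, and its adjusted p was 0.114 without control replicate 1, 0.114 without control replicate 2, 0.106 without replicate 2 of the combination and 0.123 without its replicate 3. Without control replicate 3, TNFRSF1A was called at 0.00264 and VIM at 0.0414, and VIM was called at 0.0270 under scaling by total counts only (edgeR's quasi-likelihood test, Benjamini-Hochberg).

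The combination against TNF-alpha asks what IL-4 changes in the presence of TNF-alpha. The 4 largest rises were those of CCL26, COL6A5, IL13RA2 and IL1RL1. CCL26 was at least 295-fold higher than in TNF-alpha libraries at or under the floor. COL6A5 rose from 1.22 ± 0.467 to 327 ± 27 CPM, IL13RA2 (ENSG00000123496, chromosome X, 115003975 to 115019977) from 1.04 ± 0.108 to 240.3 ± 13.7 CPM and IL1RL1 from 3.12 ± 0.493 to 659 ± 208 CPM. Their log2 fold changes were 8.05 ± 0.17, 7.84 ± 0.51 and 7.72 ± 0.53. The 4 largest falls were those of IBSP, AREG, PENK and CORIN. IBSP (ENSG00000029559, chromosome 4, 87799581 to 87812435) fell from 44.1 ± 9.47 to 1.14 ± 0.355 CPM, AREG from 87.9 ± 9.18 to 5.05 ± 0.392 CPM, PENK (ENSG00000181195, chromosome 8, 56436674 to 56446734) from 13.3 ± 2.01 to 1.05 ± 0.215 CPM and CORIN from 159 ± 23.2 to 17.7 ± 4.63 CPM. Log2 fold changes were -5.26 ± 0.43, -4.12 ± 0.13, -3.65 ± 0.58 and -3.17 ± 0.22 in that order. Adjusted p values of these 8 genes ran from 1.91e-14 for AREG to 0.00223 for PENK (edgeR's quasi-likelihood test, Benjamini-Hochberg).

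In the panel, 14 of 30 genes were called for the combination against TNF-alpha, 9 higher and 5 lower. CISH changed by 3.39 ± 0.12, SOCS1 by 2.47 ± 0.16, CXCL8 by 1.18 ± 0.21, SOX2 by 0.79 ± 0.12, CCL2 by 0.68 ± 0.07, VCAM1 by 0.40 ± 0.07, TNFRSF1B by 0.38 ± 0.09 and MKI67 by 0.32 ± 0.09. SERPINA3 changed by -2.16 ± 0.51 (-3.14 without replicate 1 of the combination), ICAM1 by -0.58 ± 0.08, IL13RA1 by -0.47 ± 0.06, IL4R by -0.45 ± 0.10 and AADAT by -0.37 ± 0.12. The adjusted p of MKI67, 0.0136 in edgeR's quasi-likelihood test (Benjamini-Hochberg), was 0.0729 without TNF-alpha replicate 2 and 0.0649 without replicate 2 of the combination. That of AADAT, 0.0283, was 0.153 without TNF-alpha replicate 1, 0.0828 without replicate 1 of the combination and 0.108 without its replicate 3. GFAP (-0.05 ± 0.11), AQP4 (0.12 ± 0.16), SOD2 (-0.10 ± 0.08), C3 (0.41 ± 0.21), NFKBIA (-0.14 ± 0.07) and 11 other panel genes were not called. Among the 11, the DESeq2 Wald test (Benjamini-Hochberg) called S100B (0.00153) and SLC1A3 (0.0152).

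LCN2, a panel gene under the filter, had 0 counts in the control, TNF-alpha and IL-4 libraries and 10 to 45 counts in those of the combination, 0.981 ± 0.633 CPM; it was not tested. TNF transcripts had 0 to 3 counts in TNF-alpha libraries, 0 to 1 in the combination and 0 in the other groups. IL4 had at most 1 count and IL2RG at most 4 counts in any library.

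The interaction asks whether the IL-4 effect differed with and without TNF-alpha. NPHS1 (ENSG00000161270, chromosome 19, 35825964 to 35869287), POSTN (ENSG00000133110, chromosome 13, 37562583 to 37598844) and CYSLTR2 (ENSG00000152207, chromosome 13, 48653711 to 48711226) had the largest positive values, 6.39 ± 1.23, 4.86 ± 0.32 and 4.59 ± 0.50 on the log2 scale. POSTN was at 1515 ± 223 CPM in control, 1075 ± 218 in IL-4, 80.9 ± 17.9 in TNF-alpha and 1669.7 ± 282 in the combination. CYSLTR2 was at 1.68 ± 0.399, 7.55 ± 2.59, 0.262 ± 0.156 and 29.3 ± 3.98 CPM in the same order. NPHS1 had 0 to 1 counts in IL-4 libraries, so its fitted value is no bound, and without control replicate 1 it was 4.28 with an adjusted p of 0.302 (edgeR's quasi-likelihood test, Benjamini-Hochberg), and 8.35 without IL-4 replicate 2. The largest negative values were those of PENK (-3.00 ± 0.69), AQP1 (ENSG00000240583, chromosome 7, 30911694 to 30925516; -2.90 ± 0.69) and CSGALNACT1 (ENSG00000147408, chromosome 8, 19404161 to 19758029; -2.85 ± 0.21). CSGALNACT1 was at 3.39 ± 0.255 CPM in control, 3.31 ± 0.527 in IL-4, 26.5 ± 2.64 in TNF-alpha and 3.57 ± 0.370 in the combination. The adjusted p values in edgeR's quasi-likelihood test (Benjamini-Hochberg) were 0.00207, 2.91e-05 and 4.99e-05 for the positive values and 0.0315, 0.0358 and 1.49e-08 for the negative ones. PENK lost its call in 9 of 16 alternative fits and AQP1 in 10 of 16, with adjusted p values of up to 0.100 and 0.0956.

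In the panel, 7 of 30 genes were called for the interaction. CXCL8 (2.31 ± 0.53), SOX2 (0.83 ± 0.16), AQP4 (0.81 ± 0.20) and CCL2 (0.49 ± 0.11) had positive values, and TNFRSF1B (-1.19 ± 0.20), IL4R (-0.87 ± 0.15) and CISH (-0.82 ± 0.19) negative ones. The adjusted p of CXCL8 in edgeR's quasi-likelihood test (Benjamini-Hochberg) was 0.0307 and rose to between 0.0541 and 0.0802 in 9 of 16 alternative fits. That of AQP4 was 0.0248 and rose to between 0.0509 and 0.0903 in 6 of 16. That of CISH was 0.0117, and 0.0585 without control replicate 1. SOCS1 (0.18 ± 0.25) was not called, nor was CCL26, whose control and TNF-alpha libraries lay at or under the floor. Some of the 23 genes not called passed the threshold with a library left out. Without control replicate 3, the adjusted p was 0.00187 for C3, 0.0158 for VCAM1, 0.0212 for NFKBIA, 0.0435 for NES and 0.0453 for GFAP (edgeR's quasi-likelihood test, Benjamini-Hochberg). Without IL-4 replicate 1 it was 0.00168 for GFAP, 0.0161 for S100B, 0.0423 for NFKBIA and 0.0440 for IL13RA1. It was 0.0489 for S100B without IL-4 replicate 2 and 0.0339 for IL13RA1 without replicate 3 of the combination. The DESeq2 Wald test (Benjamini-Hochberg) called GFAP (0.0253), S100B (0.00553) and IL13RA1 (0.0368).

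**Figure D3:**
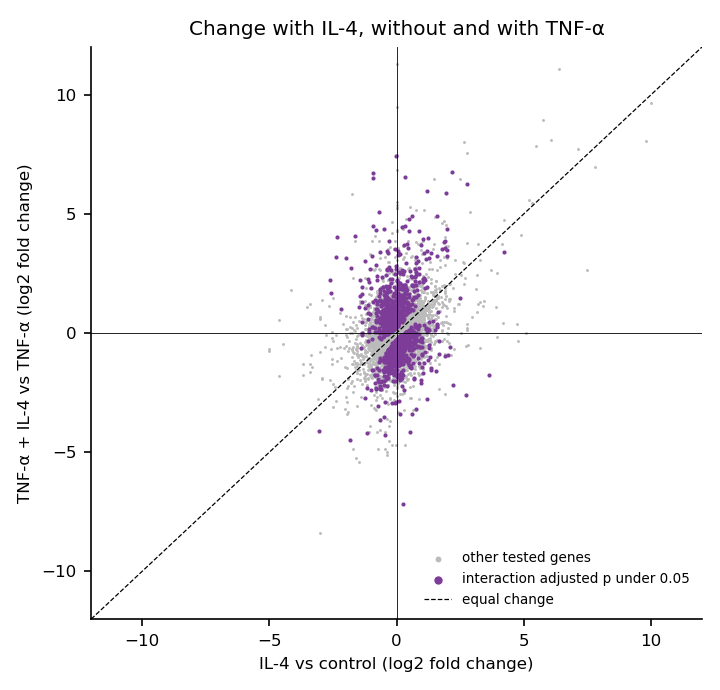
Fitted log2 fold change of IL-4 against control (horizontal axis) and of the combination against TNF-alpha (vertical axis) for 18522 tested genes; purple points are the 1584 genes called for the interaction and the dashed line marks equal change (fitted values of genes at the floor are no bounds). POSTN lies at -0.49 and 4.37, and CISH at 4.21 and 3.39.

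Gene lists were compared with the other tested genes by camera, with Benjamini-Hochberg adjustment over 48 tests. Under TNF-alpha against control, 10 of 12 lists were called. All 30 TNF/NF-kB genes were called higher (median log2 fold change 4.16), as were 19 of 20 interferon response genes (2.33) and 15 of 15 MHC class I genes (1.97). Of 11 pan-reactive genes, 9 were called higher and 1 lower (1.38), and of 9 A1 genes, 6 higher and 2 lower (1.42). Of 18 tested IL-4/STAT6 genes, 10 were higher and 2 lower, with a median of 1.95 that became 1.02 when the 7 genes with a group at the floor were set to their bound. Of 19 astrocyte identity genes, 16 were lower and 3 higher (-2.67), of 17 progenitor and neuronal genes 16 were lower and 1 higher (-2.75), and all 20 proliferation genes were lower (-0.76). Of 11 kynurenine genes, 7 were higher and 2 lower (0.37). A2 genes (5 higher and 2 lower of 11, camera adjusted p 0.0726) and extracellular matrix genes (9 higher and 9 lower of 20, camera adjusted p 0.254) were not called. For each of the 12 lists, the number of genes called in this comparison when adjusted over the list alone was the same as over all genes.

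Under IL-4 against control, 4 lists were called. Of 18 IL-4/STAT6 genes, 8 were called higher (12 when adjusted over the list alone), with a median of 0.64 and a camera adjusted p of 1.62e-26. MHC class I genes had 5 called higher (11 adjusted over the list alone; median 0.22, camera adjusted p 3.78e-06), and proliferation genes 3 higher (7 adjusted over the list alone; median 0.22, camera adjusted p 3.78e-06). Astrocyte identity genes had 1 higher and 4 lower (6 adjusted over the list alone), with a median of -0.18 and a camera adjusted p of 0.00537 that was 0.0671 without control replicate 1. The other 8 lists had camera adjusted p values from 0.0597 (A2 genes) to 0.915 (pan-reactive genes). They held 6 called genes of 30 TNF/NF-kB genes (12 adjusted over the list alone), 0 of 20 interferon response genes (0), 4 of 11 pan-reactive genes (4), 2 of 9 A1 genes (3), 4 of 11 A2 genes (5), 0 of 17 progenitor and neuronal genes (0), 4 of 20 extracellular matrix genes (7) and 0 of 11 kynurenine genes (0). Without control replicate 3 or without IL-4 replicate 1, the lists of TNF/NF-kB (0.00350, 0.00560), A1 (0.00207, 0.0370), A2 (0.00840, 0.00438) and progenitor and neuronal genes (0.0074, 0.0044) were called, with the camera adjusted p values in parentheses.

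Under the combination against control, 11 lists were called, and extracellular matrix genes were not (camera adjusted p 0.302). The medians were 4.89 for TNF/NF-kB, 4.49 for IL-4/STAT6 (3.74 with genes at the floor set to their bound), 2.16 for interferon response, 1.82 for MHC class I, 1.07 for pan-reactive, 1.59 for A1, 1.24 for A2 and 0.49 for kynurenine genes. They were -2.93 for astrocyte identity, -2.58 for progenitor and neuronal, -0.46 for proliferation and -0.03 for extracellular matrix genes. For each list, the count of called genes adjusted over the list alone was the same as over all genes. Under the combination against TNF-alpha, 2 lists were called. IL-4/STAT6 genes had 14 higher and 2 lower (18 adjusted over the list alone), with a median of 2.93 (2.35 with genes at the floor set to their bound) and a camera adjusted p of 6.95e-34. Proliferation genes had 12 higher (15 adjusted over the list alone), with a median of 0.29 and a camera adjusted p of 0.000216. The other 10 lists had camera adjusted p values from 0.0538 (pan-reactive genes) to 0.915 (kynurenine genes). Their called genes, with the count adjusted over the list alone in parentheses, were 17 TNF/NF-kB (18), 2 interferon response (1), 3 MHC class I (5), 6 pan-reactive (6), 6 A1 (7), 7 A2 (8), 7 astrocyte identity (10), 3 progenitor and neuronal (3), 14 extracellular matrix (16) and 3 kynurenine genes (3).

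**Figure D4:**
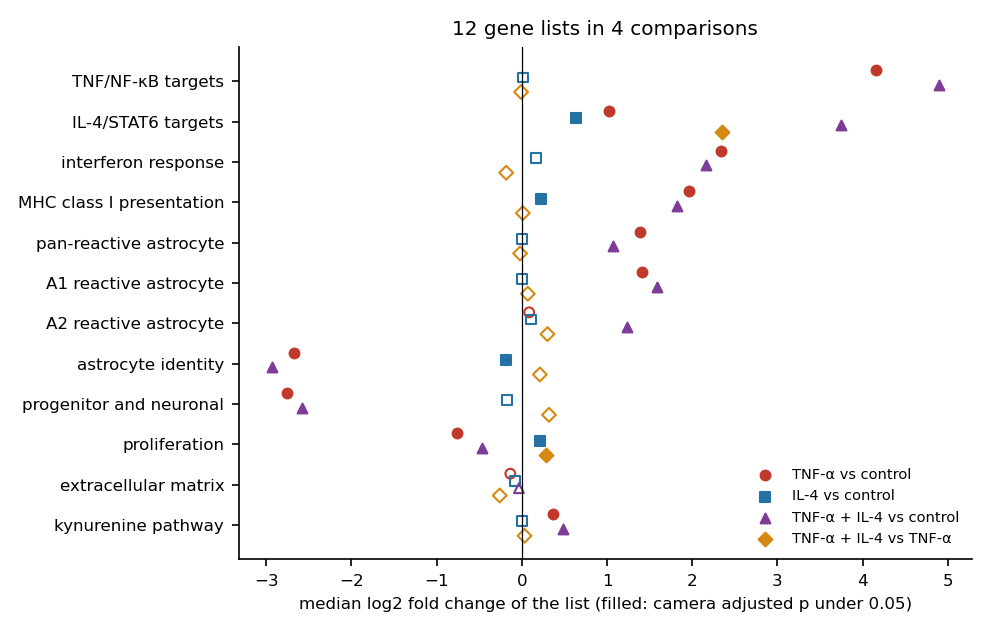
Median log2 fold change (horizontal axis) of 12 gene lists in 4 comparisons, with genes at the detection floor set to their bound; filled points had a camera adjusted p under 0.05. IL-4/STAT6 genes had a median of 0.64 for IL-4 against control and 2.35 for the combination against TNF-alpha.

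Of the 27 list calls over the 4 comparisons, 26 held under fry and 14 under an estimated inter-gene correlation. Unlike camera, fry does not compare a list with the other tested genes. A call that held under fry therefore does not show that the list stood out from them. Under fry and the estimated correlation alike, TNF-alpha against control kept the lists of TNF/NF-kB, MHC class I, astrocyte identity, progenitor and neuronal, and kynurenine genes. The combination against control kept these and the lists of IL-4/STAT6 and pan-reactive genes. IL-4 against control, and the combination against TNF-alpha, each kept the list of IL-4/STAT6 genes. The lists share 7 genes, each held by 2 of them.

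Changes were compared between contrasts across the 18522 genes, which are not independent replicates. TNF-alpha against control and the combination against control shared 8314 called genes, 98.2% of them in the same direction, with r = 0.88; both contrasts use the same control libraries, and simulations of groups that did not change gave a median r of 0.48. TNF-alpha and IL-4, each against control, shared 928 called genes, 62.1% in the same direction, with r = 0.18 beside 0.47 in those simulations and 0.089 in simulations in which only IL-4 had no effect. IL-4 and the combination, each against control, shared 952 called genes, 77.2% in the same direction, with r = 0.33, beside 0.48 and, with only the combination unchanged, 0.26. TNF-alpha against control and the combination against TNF-alpha, which share the TNF-alpha libraries, had 2733 called genes in common, 64.7% in opposite directions, with r = -0.20 beside -0.51 and, with the combination unchanged from TNF-alpha, -0.12. In each of these 100 simulations, at most 4 genes were called in both contrasts.

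Contrasts with no library in common were TNF-alpha against control with the combination against IL-4, which shared 7953 called genes, 98.5% in the same direction (r = 0.87), and IL-4 against control with the combination against TNF-alpha, which shared 645, 88.2% in the same direction (r = 0.32).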

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

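The splits within libraries with and without TNF-alpha and the tests of a difference between runs of tracks, of a trend with GC content or gene length, of a shared sign with the average IL-4 effect, of genes near the floor, and of one amplification against left-out libraries were chosen only after the interaction or the sign pattern had been seen.

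The interaction drew attention because it is a test of whether the effect of IL-4 differs between astroglia with and without TNF-alpha, and 1584 genes passed it. Of 100 splits of the 12 libraries into sides of 6, 2 gave as many genes, the real one included. The other split gave 10562 genes and had all 6 libraries with TNF-alpha on the same side, and the next highest gave 526. Most splits mix libraries with and without TNF-alpha in a group, which raises the residual spread, so that the median of the others was 0 genes and the rank of the real split was largely set beforehand. Over 100 splits that exchanged libraries only among those with TNF-alpha and among those without, 2 gave as many, the real one included. The other gave 1920 genes and largely followed the IL-4 effect itself, the next 2 gave 1552 and 1515, and 78 gave none. Groups that mix cytokines raise the spread here too, so these counts say little about the interaction. The number of calls was 1169 to 1629 in the 12 fits that each left out a library.

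A per-library offset for GC content and gene length, which moved other genes across the threshold, left 1423 of the 1584 genes (89.8%) called, which argues against such a trend as the whole cause. With the same offset, 889 of the 1104 genes (80.5%) of IL-4 against control stayed called. GC content was known for 99.7% of the tested genes.

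The runs of track numbers in the labels are fully confounded with the interaction: 1 run held TNF-alpha and IL-4 libraries, another control libraries and 2 of the combination. A difference between runs that ignores the cytokines would be called as often in genes that respond to neither cytokine on average as in genes that respond. Among 12426 genes called for either average effect, 11.9% were called for the interaction, against 1.31% of 3822 genes with an adjusted p above 0.2 for both averages (edgeR's quasi-likelihood test, Benjamini-Hochberg). The Mantel-Haenszel odds ratio was 5.95 (95% confidence interval 4.44 to 7.97) within 10 strata of mean expression and 5 of residual variance. An earlier form, with strata of mean expression alone, gave 6.99 (5.23 to 9.34); the strata of residual variance were added after that value had been seen, since genes with a small variance are called more readily for any effect. Genes are not independent, so the intervals are too narrow by an unknown amount. These values argue against a run difference that ignores the cytokine responses as the main source of the calls. A difference between runs that follows the cytokine responses, such as another strength of the cytokine in one set of cultures, cannot be told apart from an interaction, since no run held more than 2 of the 4 groups.

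Among the genes called for the average effect of IL-4, the interaction had the sign of that effect in 71.1% of 1671 rising genes and 81.7% of 1588 falling genes. The average effect and the interaction are orthogonal contrasts, so that noise of equal size in the groups would give a share near 50%. The shares were 71.5% of 1201 rising genes and 82.3% of 1178 falling genes for which the log2 of the mean CPM was at least 3 both in control and in IL-4, which argues against genes near the floor without TNF-alpha as the whole cause. An earlier form, with the cut on the mean of all 12 libraries, did not remove such genes (70.3% of 1282 and 82.0% of 1236).

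One amplification of the IL-4 response by TNF-alpha would also enlarge the responses seen without TNF-alpha. Of 382 genes called both for IL-4 against control and for the interaction, 258 (67.5%) had an interaction opposite to their IL-4 response without TNF-alpha, among them CISH, IL4R and TNFRSF1B, with a Pearson's r of -0.33 across all tested genes, which are not independent. These contrasts share libraries, which by itself pulls them apart. In 3 fits that each left out 1 control and 1 IL-4 library, genes were therefore chosen for IL-4 against control, and their change in the left-out libraries was set against that in the combination against TNF-alpha. The change with TNF-alpha was the larger one in 36.1% to 46.2% of the rising genes and 42.9% to 52.4% of the falling genes, so an amplification of these responses was not seen. Both values cross the runs of tracks, and a run difference cannot be told apart from a weaker response there, so amplification stays undecided. The difference between runs that follows the cytokine responses stays open for the shared sign too.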

How the results depend on the processing

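Each count of genes was recomputed under the alternatives, of which scaling by total counts only, the GC and length offset, that offset with a replicate block, and leaving out libraries for the gene lists were chosen after seeing the data. Only a required log2 change of at least 1 and 1 fit without a library moved a count by more than 1.5 times. With that change required, the counts were 3973 for TNF-alpha against control, 237 for IL-4 against control, 4070 for the combination against control, 1023 for the combination against TNF-alpha, 3760 for the combination against IL-4, 3995 for the average effect of TNF-alpha, 496 for that of IL-4 and 544 for the interaction; the requirement itself removes genes. Without control replicate 2, IL-4 against control gave 698 genes, for a cause that was not tested. Across the fits that each left out a library, the counts ran from 9208 to 9652, 698 to 1130, 9541 to 10102, 2866 to 3291, 9040 to 9552, 11451 to 11830, 2706 to 3197 and 1169 to 1629 in the same order. Without the filter, IL-4 against control gave 1601 genes and the interaction 2097. Scaling by total counts only shifted the median of all genes by at most -0.083 (log2, TNF-alpha against control).

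Libraries with the same replicate number share only the number: over 18 pairs, the correlation of their deviations from the group means ran from -0.068 to 0.068. With a replicate block, the counts were 9990, 1103, 10335, 3578, 9769, 11773, 3217 and 1573 in that order, and 10247, 1039, 10509, 3970, 9956, 11876, 3485 and 1666 with the GC and length offset as well. The block brought the list of A2 genes under IL-4 against control to a camera adjusted p of 0.0489. Under the block alone, 4 calls of named genes were gained (S100B for the combination against TNF-alpha at 0.0190, and for the interaction S100B at 0.0321, GFAP at 0.0236 and IL13RA1 at 0.0485), and AQP1 did not pass for the interaction (0.0722).

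With an estimated inter-gene correlation, 13 of 27 list calls were lost, and the cause was not tested. For TNF-alpha against control, the camera adjusted p became 0.133 for IL-4/STAT6, 0.358 for interferon response, 0.0635 for pan-reactive, 0.0745 for A1 and 0.322 for proliferation genes. For IL-4 against control it became 0.176 for MHC class I, 0.358 for astrocyte identity and 0.296 for proliferation genes. For the combination against control it became 0.358 for interferon response, 0.196 for A1, 0.322 for A2 and 0.531 for proliferation genes, and against TNF-alpha 0.358 for proliferation genes. Under fry, the adjusted p became 0.0972 for astrocyte identity genes in IL-4 against control. It passed the threshold for TNF-alpha against control with A2 (0.000272) and extracellular matrix genes (0.0296), and for the combination against TNF-alpha with pan-reactive (0.000317), A1 (0.0141) and A2 genes (0.0211). No list changed direction.

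In the fits that each left out a library, 11 lists crossed the threshold. For TNF-alpha against control, the camera adjusted p of A2 genes ran from 0.0389 (without control replicate 3) to 0.0946, and was 0.0481 without TNF-alpha replicate 2. For IL-4 against control it ran from 0.00350 to 0.671 for TNF/NF-kB, 0.00207 to 0.209 for A1, 0.00438 to 0.185 for A2 and 0.00438 to 0.312 for progenitor and neuronal genes, and passed without control replicate 3 and without IL-4 replicate 1. For astrocyte identity genes it ran from 7.97e-07 to 0.0671, the latter without control replicate 1. For the combination against TNF-alpha it ran from 0.00752 (without replicate 2 of the combination) to 0.646 for TNF/NF-kB, 0.00917 (without TNF-alpha replicate 2) to 0.516 for interferon response, 0.0447 (without replicate 1 of the combination) to 0.122 for A1, and 0.0367 (without TNF-alpha replicate 3) to 0.128 for A2 genes. For pan-reactive genes it ran from 0.0105 to 0.0719 and passed without TNF-alpha replicates 1, 2 and 3 (0.0149, 0.0168 and 0.0159) and without replicate 2 of the combination.

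Of 191 pairs of a named gene and a contrast, 149 kept their direction and their side of the threshold in every alternative fit run for them, 12 lost a call in 51 fits, 15 gained one in 30 fits, and 15 changed sign in 27 fits. None of the pairs that changed sign was called in the main fit or in a fit with the opposite sign. In the fits with the opposite sign, the lowest adjusted p was 0.666, and no value was larger than 0.28 on the log2 scale. The ranges given for these pairs are log2 values over the fits that each left out a library. For IL-4 against control, TNFRSF1A ran from -0.11 to 0.062 and S100B from -0.36 to 0.086, each changing sign once, at its highest value, without control replicate 3 and without IL-4 replicate 2 in turn. SOD2 ran from -0.070 to 0.054, with 0.014 without control replicate 3 and its highest value without IL-4 replicate 1. STAT6 ran from -0.070 to 0.13, with -0.018 without control replicate 2 and its lowest value without IL-4 replicate 2. VIM ran from -0.037 to 0.053, with -0.024 without IL-4 replicate 2 and its lowest value without control replicate 3. SOX2 ran from -0.12 to 0.0049, and changed sign to 0.0027 without control replicate 2 and to 0.0049 without IL-4 replicate 2. SERPINA3, in the combination against control, ran from -1.38 to 0.063 and changed sign without replicate 2 of the combination. STAT6, in the combination against TNF-alpha, ran from -0.016 to 0.063 and changed sign without TNF-alpha replicate 3, and VIM became 0.0075 under total counts only.

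For the interaction, total counts only gave 0.0034 for STAT6 and 0.0038 for VIM, and the DESeq2 Wald test gave 0.25 for CCL26. With a library left out, STAT6 ran from -0.10 to 0.10 and was positive without control replicate 2 (0.047), TNF-alpha replicate 2 (0.0065), IL-4 replicate 2 (0.10) and replicate 3 of the combination (0.010). TUBB3 ran from -0.55 to 0.28 and was positive without control replicate 2 (0.034), IL-4 replicate 2 (0.14) and replicate 3 of the combination (0.28). VIM ran from -0.072 to 0.018 and was positive without control replicate 3 (0.018) and IL-4 replicate 2 (0.0064). ICAM1 ran from -0.0096 to 0.23 and SOCS1 from -0.081 to 0.40, both changing sign without control replicate 3. The cause of these changes was not tested. Control replicate 3, without which several of them arose, had the lowest voom quality weight of the 12 libraries, 0.637. The weights of the other libraries ran from 0.775 to 1.41, and leaving out some of those changed signs as well. The depth limits genes at the floor of 3 counts (0.102 to 0.136 CPM), for which folds are lower bounds.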

Other observations

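The tests of the loss of a cell type, of scaling, of fibroblast markers other than collagens, of GC content and gene length, of few abundant genes, and of runs of tracks were chosen only after the results they concern had been seen.

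Other splits of the libraries were counted for the remaining contrasts. For each of the 5 pairwise contrasts, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and 10 splits cannot give a share under 0.05. For the average effect of TNF-alpha, 1 of 100 splits, the real one, gave as many genes, and the highest of the others gave 3627. For the average effect of IL-4, 1 of 100 splits gave as many, and the highest of the others gave 1584. That split held 3 libraries with TNF-alpha and 3 with IL-4 on each side. The interaction has the same layout and the same number of calls, so this value is read as the interaction itself. Splits for each average effect exchanged libraries only within a level of the other cytokine. Splits that mix cytokines in a group raise the residual spread, and the median of the others was 0 genes for each contrast, so the rank of the real split was largely set beforehand and says little.

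More than 50% of the tested genes were called for TNF-alpha against control. With a per-library offset for GC content and gene length, 9523 of the 10097 genes were called as well. Under scaling by total counts only, 10040 genes were called, and the 10 most abundant genes took a smaller share of counts in TNF-alpha (8.95%) than in control (12%). These values argue against a GC or length trend, and against a few genes that take most of the counts, as the whole cause. The combination against IL-4 shares no library with TNF-alpha against control and, apart from 1 library, crosses the runs of tracks the other way, so a run difference alone would reverse the changes. Of the 10097 genes, 9582 (94.9%) changed in the same direction there, which argues against a difference between runs as the whole cause. An effect of TNF-alpha stays open, as a hypothesis, and a run difference stays open for part of the calls.

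Genes of the IL-4/STAT6 list had a median interaction of 0.63, which lay at percentile 100 among 10000 random lists matched on mean expression. This value may reflect a larger rise of these genes when TNF-alpha is present, or a general shift of lists that respond to the cytokines. The lists of astrocyte identity and of progenitor and neuronal genes also lay at percentile 100, and interferon response genes at percentile 0. Of the 18 tested IL-4/STAT6 genes, 12 had a positive interaction, and 3 were called higher and 3 lower. Because the members went both ways and unrelated lists were as extreme, the percentile leaves the matter undecided; it had been planned as a deciding test, and this reading was made after the values were seen.

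Astrocyte identity genes fell under TNF-alpha by a median of -2.67 on the log2 scale over 19 genes. The median of all tested genes, which a scaling factor moves alike, was -0.0017, a difference of -2.67, and the list median was -2.75 with total counts only. This argues against scaling as the cause. A lower share of astrocytes among the cells would raise the markers of every other cell type alike. Of the tested markers of 5 other types, fixed before this test, 22 were called lower and 8 higher under TNF-alpha, and the median log2 change was -0.36 for fibroblast, -0.38 for microglia, 0.07 for endothelial, -2.05 for pericyte and smooth muscle, and -3.34 for oligodendrocyte lineage markers. The microglia median rests on 3 tested genes, and 4 of 8 endothelial markers lay under 1 CPM in control, so these medians say little about those types. The falls among fibroblast, pericyte and smooth muscle, and oligodendrocyte lineage markers argue against such a shift as the whole cause. Loss of one cell type with the remaining cells unchanged would raise all transcripts of those cells by a common factor, the TNF/NF-kB genes (median 4.16) and the markers of other types alike. The 40 tested markers of the 5 types count RGS5 under 2 gene identifiers. Of these 40, 2 rose by at least that median. They were ITGAM and CDH5, at 0 and 0.0114 CPM in control, so their changes are fitted values that are no bounds. This argues against 1 such loss as the source of both the TNF/NF-kB rise and the identity gene falls. A loss behind the falls alone need not raise other markers that far, so this test does not exclude it. An earlier test, the SD of the 19 changes (14.2 times their median standard error), decides nothing, since the list was not chosen to be exclusive to one cell type. Loss of cells together with a change in those that remain stays open, as does lower expression in the astroglia themselves, which was not tested.

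Collagen transcripts were among the most abundant in control libraries. COL1A1 was at 29215 ± 1755 CPM (SD, n = 3), COL1A2 at 28371 ± 1330 CPM and COL3A1 at 6939 ± 541 CPM; these were singled out after their values were seen. Fibroblasts among the cultured cells are a candidate source. These collagens are themselves 3 of the 15 fibroblast markers used here. Of the 12 others, 9 lay above 100 CPM and 11 above 1 CPM in control libraries, a result the explanation needs. Cultured astroglia may express the same genes, and nothing measured here separates this from fibroblasts. Of 11 microglia markers, 10 lay under 1 CPM in control libraries, and TMEM119 was at 272 CPM. Of the 8 neuron markers, 3 lay under 1 CPM, and among those tested 2 were called higher and 4 lower under TNF-alpha.

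The labels' protocols name no step that keeps the strand, while the counts were made on 1 strand. Over 258 genes whose exons lie inside those of an abundant gene on the opposite strand, the median read density was 0.00069 of that of the abundant gene, and 3 of the pairs exceeded 0.5. This argues against libraries without strand information.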
